# An epigenetic clock for *Xenopus tropicalis*

**DOI:** 10.1038/s41514-025-00236-x

**Published:** 2025-05-22

**Authors:** Ronan Bennett, Marco Morselli, Kseniya Petrova, Leonid Peshkin, Matteo Pellegrini

**Keywords:** Epigenetics, Ageing, Epigenetics

## Abstract

DNA methylation clocks have been widely used for accurate age prediction, but most studies have been carried out on mammals. Here we present an epigenetic clock for the aquatic frog *Xenopus tropicalis*, a widely used model organism in developmental biology and genomics. To construct the clock, we collected DNA methylation data from 192 frogs using targeted bisulfite sequencing at genomic regions containing CpG sites previously shown to have age-associated methylation in *Xenopus*. We found highly positively and negatively age-correlated CpGs are enriched in heterochromatic regions marked with H4K20me3 and H3K9me3. Positively age-correlated CpGs are enriched in bivalent chromatin and gene bodies with H3K36me3, and tend to be proximal to lowly expressed genes. These epigenetic features of aging are similar to those found in mammals, suggesting evolutionary conservation of epigenetic aging mechanisms. Our clock enables future aging biology experiments that leverage the unique properties of amphibians.

## Introduction

DNA methylation clocks have been broadly used for age prediction in mammals^1^. A common approach for constructing these clocks is to use a regularized linear regression model to predict chronological age based on DNA methylation levels. Certain cytosine-phosphate-guanine dinucleotides (CpG sites) have methylation levels that reliably increase or decrease with age, so these linear clocks are able to accurately predict age based on these sites. These clocks allow the determination of the age of animals caught in the wild, which opens up new research opportunities in conservation biology.

Another common application of epigenetic clocks is to determine the rate of aging of an individual, by measuring whether they are aging faster or slower than other individuals with the same chronological age. This property is useful for studies that evaluate the impact of interventions on lifespan. For long-lived species, an experiment that directly measures the time until death can be prohibitively long, but an epigenetic clock can provide a more immediate endpoint to evaluate the effectiveness of an intervention, thus accelerating the pace of aging research. In humans, epigenetic age acceleration (the number of years that epigenetic predicted age exceeds chronological age) is correlated with all-cause mortality and a number of major diseases such as cancer and heart disease^2–4^. The predicted age from DNA methylation clocks, also known as epigenetic age, has been shown to slow down with interventions that extend lifespan in mice such as caloric restriction^5^. Epigenetic clocks evaluated in human fibroblasts before and after treatment with Yamanaka factors to obtain induced pluripotent stem cells showed epigenetic age decrease to near zero after the treatment, similar to the epigenetic age of other stem cells^1,5^. Furthermore, partial reprogramming of somatic cells induced a steady decline in epigenetic age over 20 days of OSKM expression until it reached zero^6^. People with diseases of accelerated aging such as Werner syndrome and Hutchinson-Gilford progeria syndrome have epigenetic ages that are significantly higher than controls^7,8^. These observations suggest that DNA methylation clocks can measure cellular aspects of the biological aging process. However, the mechanisms underlying age-associated methylation changes are poorly understood. Age-correlated CpG sites have been preferentially found in loci that are targets of PRC2^9,10^, and near promoters of transcription factors involved in developmental processes in humans^9,11^ and *Xenopus*^12^.

While the majority of the previous studies of epigenetic aging have been carried out in mammals, clocks have also been developed for other vertebrates, including amphibians. Amphibians are invaluable models for biological research due to their unique life cycles, diverse ecological niches, and physiological adaptability. Their ability to live in both aquatic and terrestrial environments provides insights into developmental biology, environmental adaptation, and evolutionary processes. Amphibians, like frogs and salamanders, are particularly useful in studying regeneration, as many can regenerate limbs and organs, offering models for tissue repair and stem cell research. Additionally, their permeable skin and sensitivity to environmental changes make them excellent indicators for ecological and toxicological studies, helping researchers understand the impact of environmental stressors on living organisms. An amphibian epigenetic clock could advance aging research by providing a tool to measure biological age with precision in species that exhibit unique regenerative abilities and variable lifespans. By studying how epigenetic markers correlate with aging in amphibians, researchers may uncover mechanisms of longevity, regeneration, and cellular resilience, offering insights that could inform therapies for aging and age-related diseases in humans.

An example of an amphibian epigenetic clock is the study by Zoller et al. ^12^ which constructed DNA methylation clocks in *Xenopus tropicalis* and *Xenopus laevis*. This study used the mammalian methylation array^13^ to measure the methylation state of 4635 CpG sites that have high sequence conservation between *Xenopus* and mammals. They demonstrated evolutionary conservation in DNA methylation changes between *Xenopus* frogs and humans by constructing joint human-frog clocks that are able to predict the age of either species. This supports the use of *Xenopus* as a model organism to study epigenetic aging. While this dataset is well-suited for studying similarities in DNA methylation levels between *Xenopus* and mammals, it is limited by the fact that the use of the mammalian methylation array excludes the vast majority of CpG sites where methylation changes are specific to *Xenopus*. Moreover, the study is also limited in the number and type of samples used. They reported samples from 6 tissues pooled from a number of individual frogs (35 *X. laevis* and 30 *X. tropicalis* tissue samples). However, they encountered technical challenges that resulted in the loss of over half of the samples^14^. Thus, while this study represents a promising first step, because of the above limitations it is unlikely that the resulting clock or the mammalian array will be broadly used for aging studies in frogs.

In the present work, we sought to construct a robust DNA methylation clock based on data from 192 frogs, focusing on a single easily sampled tissue, and measuring a comprehensive set of *Xenopus*-specific age-associated CpGs. We generated methylation data from *Xenopus tropicalis* frogs using a skin punch from the hindlimb webbing, followed by DNA methylation measurement using targeted bisulfite sequencing^15^. We targeted CpGs that had the most significantly age-correlated methylation across the entire *Xenopus tropicalis* genome based on whole-genome bisulfite sequencing data from a previous study of 9 *Xenopus tropicalis* frogs^16^. Our approach captures *Xenopus*-specific age-associated methylation signals and is not restricted to sites that are conserved between amphibians and mammals. We therefore believe that our clock is a valuable tool for future studies in *Xenopus* aging biology and that our approach can be easily extended to other amphibians.

## Results

### Data collection and filtering

We collected DNA methylation data from 192 *Xenopus tropicalis* frogs with known ages from the National Xenopus Resource at the Marine Biological Laboratory (Woods Hole, MA, USA). The tissue samples used for DNA extraction were hindlimb webbing skin punches in the 187 adult frogs (Fig. 1). For the 5 tadpoles, the entire organism was used for DNA extraction. 

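In targeted bisulfite sequencing, bisulfite converts unmethylated cytosines so that they are read as T, and the share of reads that still show C at a CpG is its methylation. The authors deposited this share for each CpG and frog as a fraction from 0 to 1, with no further normalization, from BiSulfite Bolt alignments to the v10.0 genome. The deposited values do not include the counts of methylated and unmethylated reads, so the depth behind a single value is not known beyond the minimum of 100 reads. The mean CpG depth that Supplementary Data 1 gives for each frog ranged from 260 to 1103 in the 187 adults, with a median of 620. In the 5 tadpoles it ranged from 392 to 834, with a median of 589. The total number of reads per frog ranged from 2759509 to 12391294 in adults and from 3807522 to 9178487 in tadpoles. The libraries were sequenced on 2 lanes. Lane 1 held 96 adults of 1.99 to 10.9 years, and lane 2 held 91 adults of 0.736 to 7.88 years and all 5 tadpoles. The 46 adults over 8 years were all on lane 1 and the 31 adults under 1 year were all on lane 2, so that lane and age cannot be told apart at the ends of the age range. Tissue and stage cannot be told apart either, because only tadpoles were sampled as whole organisms.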

Each frog was raised from birth in an aquatic tank with other frogs of the same age and strain. 

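Supplementary Data 1 and the sample labels list 25 strain names for the 192 frogs. Of these strains, 20 were held in a single tank and 5 in more than 1 tank. No tank held frogs of more than 1 strain, and the frogs had 27 different ages. A single tank held frogs of more than 1 listed age. In that tank, frog 121 is listed at 547 days (1.5 years) and its 5 tank mates at 2059 days (5.64 years). The 22 oldest frogs, at 10.9 years, came from 4 tanks of the same strain. Frogs of one tank therefore share age and strain, and the main correlations are given over tank means beside those over frogs.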

We collected samples from 26 distinct strains present across 34 physical tanks. The youngest animals in the dataset are 3-month-old tadpoles, and the oldest are 10.9-year-old adults. Supplementary Data 1 contains the age and strain information for each frog.

**Fig. 1:**
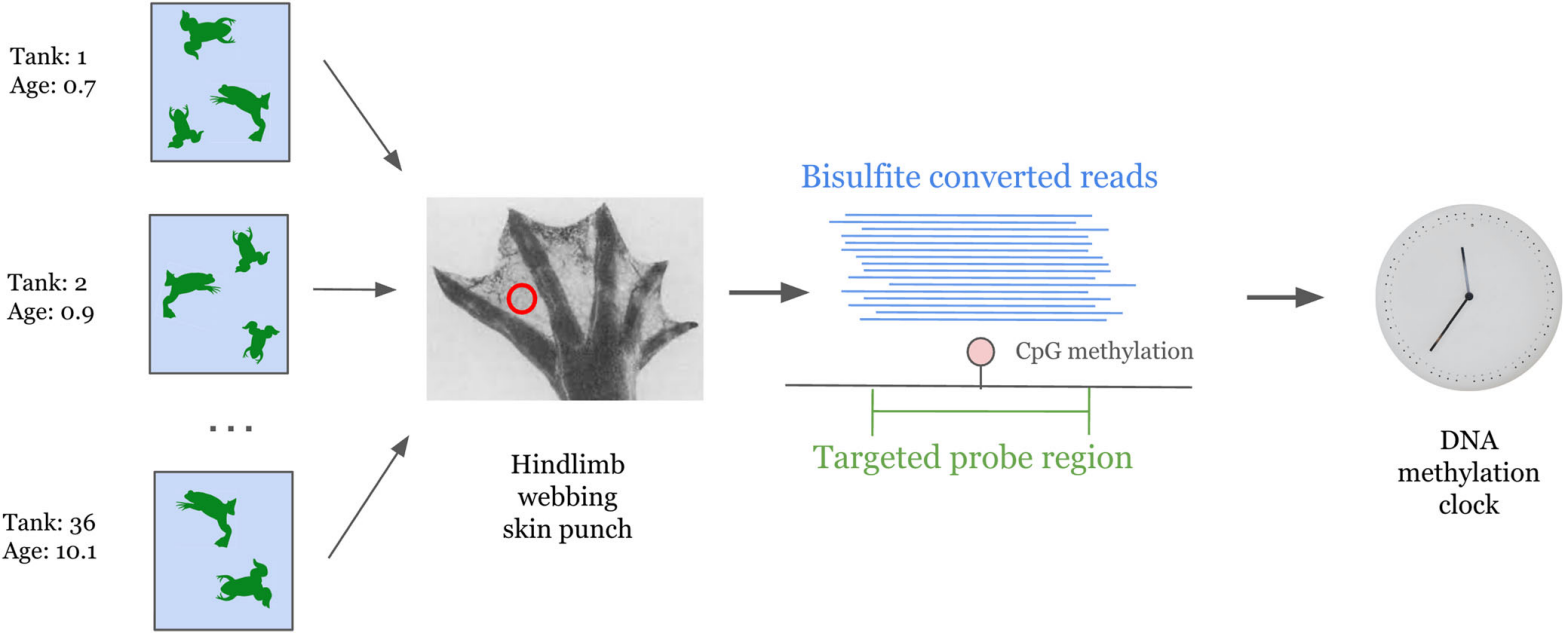
Overview of data collection workflow. *Xenopus tropicalis* frogs of different ages and strains were raised in tanks from birth, a skin punch from each frog’s hindlimb webbing was collected for DNA extraction, and targeted bisulfite sequencing was performed to measure DNA methylation levels at a collection of predetermined genomic regions. These targeted regions were designed to capture CpG sites that were previously shown to be highly age-associated in a genome-wide study of *Xenopus tropicalis*.

We used targeted bisulfite sequencing (TBS) to profile DNA methylation^15^. We designed DNA probes to cover regions of the genome that were previously shown to contain CpG sites with methylation highly correlated with age in our whole genome bisulfite sequencing (WGBS) study of 9 *Xenopus tropicalis* frogs of three different ages^16^ (see Methods section). The WGBS dataset was also derived from hindlimb webbing skin, and the ages ranged from 1 to 10 years old. The 3443 targeted probe regions are available in Supplementary Data 2. Bisulfite-converted reads underwent quality control, trimming, and alignment to the v10.0 reference genome^17^ using BiSulfite Bolt^18^ (see Methods section). In total, we measured 6717 CpGs with sequencing coverage of at least 100x in all 192 frogs. 

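Each of the 192 frogs had a methylation value at all 6717 CpGs, and every value lay between 0 and 1. No 2 of the 18336 pairs of frogs had identical values. For each pair, the variance of the differences was divided by the variance that binomial sampling at the frogs' mean CpG depth would give. This ratio had a median of 11.4 over the 660 pairs from the same tank and of 25.1 over the other pairs, and the lowest ratio of any pair was 3.59. The ratio treats reads as independent molecules, which amplified reads are not, and uses a mean depth in place of the depth at each CpG, so it ranks pairs and does not measure the noise of a library.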

Among the CpG sites shared between the whole genome and targeted bisulfite sequencing datasets, the age correlations calculated under the WGBS and TBS datasets have a significant positive correlation (Pearson r = 0.37, *p* = 5.6 × 10^−113^, *n* = 3506, Supplementary Fig. S1). As expected, many sites in our TBS data display a strong positive or negative correlation with age (see two examples in Supplementary Fig. S2A).

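Spearman correlations (r_s) with age were calculated over the 187 adults, with Benjamini-Hochberg adjustment over the 6175 CpGs left by the filter described below, and coordinates are those of the v10.0 genome. The most positive correlation was at position 65436019 of chromosome 1 (Chr1:65436019), with r_s = 0.761 (adjusted p = 3.93e-33) and Pearson r = 0.786. The CpG lies outside the annotated genes, and the reference sequence around the CpG is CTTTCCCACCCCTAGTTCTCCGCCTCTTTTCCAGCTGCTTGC. Mean methylation there was 0.224 ± 0.0379 (SD, n = 31) in adults under 1 year and 0.525 ± 0.0811 (SD, n = 22) in the oldest adults. The most negative correlation was at position 36676488 of chromosome 3 (Chr3:36676488), 177 bp from the annotated span of rnf14.2, with r_s = -0.764 (adjusted p = 2.8e-33) and Pearson r = -0.735. Methylation at this CpG was 0.595 ± 0.0541 (SD, n = 31) in adults under 1 year and 0.378 ± 0.0483 (SD, n = 22) in the oldest adults, and its reference sequence is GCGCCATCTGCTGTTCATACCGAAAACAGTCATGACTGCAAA. Both correlations were calculated again within each sequencing lane. Chr1:65436019 gave r_s = 0.693 on lane 1 and 0.741 on lane 2, and Chr3:36676488 gave -0.622 and -0.812. Over the means of 32 tanks, r_s was 0.850 and -0.801. The next 2 positive correlations were 0.675 at Chr4:98635904, inside cop1, and 0.675 at Chr1:112568216, whose nearest gene is gdf1 at a distance of 15043 bp. The next 2 negative correlations were -0.757 at Chr6:88833379 and -0.741 at Chr1:33277155, 107 bp from LOC108645172. Methylation at Chr1:33277155 was 0.827 ± 0.0185 (SD, n = 31) in adults under 1 year and 0.487 ± 0.0798 (SD, n = 22) in the oldest adults.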

We noted that some CpG sites show a characteristic pattern with 3 separate levels of methylation across samples (Supplementary Fig. S2C). This pattern of methylation is likely caused by germline C to T mutations at these genomic positions across some of our strains^19^. 

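Of the CpGs drawn in Supplementary Fig. S2C, the one 85251 bp from LOC101732499 on chromosome 6 had a value below 0.006 in 87 of the 192 frogs, between 0.3 and 0.7 in 66 and above 0.7 in 39. At the one 33199 bp from LOC116411605 on the same chromosome, 15 frogs had a value below 0.006, 22 a value from there to 0.3, 86 a value between 0.3 and 0.7 and 69 a value above 0.7. Both CpGs were also correlated with age over the 187 adults, with r_s = 0.807 near LOC101732499 and r_s = -0.773 near LOC116411605. At the former, mean methylation was 0.0544 ± 0.169 (SD, n = 31) in adults under 1 year and 0.789 ± 0.181 (SD, n = 22) in the oldest adults, who came from a single strain. On lane 2, which held none of these 22 frogs, r_s was 0.714 near LOC101732499 and -0.703 near LOC116411605. The 2 correlations therefore do not rest on that strain alone. Frogs of a tank share age and strain, so the 2 correlations still cannot be told apart from strain.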

We identified these sites as those with methylation values that had a better fit in a Gaussian Mixture Model (GMM) with 3 components than a GMM with 1 (see Methods section). After filtering out these sites, 6183 CpG sites remained for further analysis. 

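Gaussian mixtures with 1 and 3 components were fitted to the 192 values of each CpG, and a CpG was removed where the difference in BIC was above 90 and at least 1 value was below 0.006. This removed 542 CpGs and left 6175. The condition on a small value moved this count most. Without it, 1283 CpGs were removed. A limit of 50 on the difference in BIC removed 560 CpGs and a limit of 150 removed 505. On simulated values, the filter removed 200 of 200 CpGs with 3 levels far apart and 0 of 200 CpGs with 1 high level. The latter held no value below 0.006 and could not be removed, so false removals were not tested. The paper proposes germline C to T mutations in some strains as the cause of the pattern.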

Principal component analysis of our TBS methylation data for each frog shows that age is highly correlated with the first principal component (*r* = 0.768, *p* = 1.34 × 10^−37^, *n* = 187, Supplementary Fig. S3A). 

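The first component of the centred values at the 6175 CpGs held 16.1% of the variance among the 187 adults and the second 14.8%. The first component correlated with age with Pearson r = 0.793 and Spearman r_s = 0.786. The two-sided permutation p was 1e-05 for each, the smallest that 100000 permutations can give, and 2.3e-05 for r after Benjamini-Hochberg adjustment over the 7 relations tested. The 22 adults of 10.9 years are equally far from the median age, and leaving out any 2 of them gave r from 0.785 to 0.788 over the 231 pairs on this component. Of these 22 frogs, all of one strain, 21 had values of the component from 3.35 to 4.47, above the highest value of any other adult, 2.57. Without the 22 frogs and with the component calculated again, r was 0.617 (permutation p = 1e-05). Among the alternatives that kept the sign, scaling each CpG to unit variance moved this value most, to r = 0.271 (permutation p = 0.00015). Over the means of 32 tanks, r was also 0.617 (permutation p = 0.0001). With sequencing lane held constant, the partial r was 0.708. The component of all adults had r = 0.783 among the 96 adults of lane 1 and r = 0.533 among the 91 adults of lane 2. Components calculated from each lane alone, with the sign set so that the mean loading was negative, had r = -0.515 on lane 1 and r = 0.447 on lane 2. The lane 1 component correlated with the component of all adults with r = -0.824, so that the sign rule turned it. The lane 2 component correlated with the component of all adults with r = 0.389, less than the second component of that lane, with r = 0.858. The second component of all adults had r = -0.213 with age (permutation p = 0.0038), and the third had r = 0.0693 (permutation p = 0.35).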

In the WGBS data, PC1 had a stronger association with age (R^2^ = 0.98)^16^. 

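Mean methylation over the filtered CpGs correlated with age over the 192 frogs with Pearson r = -0.469 and Spearman r_s = -0.625 (two-sided permutation p = 1e-05 for each, the smallest that the permutations can give). Leaving out any 2 of the 22 oldest frogs, which are equally far from the median age, gave r from -0.482 to -0.455. Leaving out all 22 gave r = -0.493, and leaving out the tadpoles gave r = -0.440. Within lanes, r was -0.447 on lane 1 and -0.344 on lane 2 (permutation p = 0.00066). Over the means of 34 tanks, r was -0.546 (permutation p = 0.00075). Mean methylation also correlated with mean CpG depth, with r = -0.240 (permutation p = 0.00075) and r_s = -0.234 (permutation p = 0.00096). Without the 2 frogs farthest from the median depth, r was -0.143 (permutation p = 0.05) and r_s was -0.210 (permutation p = 0.0036), so that much of the Pearson correlation rests on these 2 frogs. Depth and age did not correlate detectably (r = -0.0430, permutation p = 0.55). With depth held constant, the partial r of mean methylation and age was -0.494. The median methylation of each frog gave a smaller correlation, r = -0.248 (permutation p = 0.00045), and the mean over all CpGs before the filter gave a larger one, r = -0.680.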

The average methylation level across all CpGs for each frog in our data tends to decrease with age (Pearson *r* = −0.466, *p* = 9.3 × 10^−12^, *n* = 192, Supplementary Fig. S3B).

To better characterize the genetic differences between frogs in our data, we called genetic variation from the targeted bisulfite sequencing data using BiSulfite Bolt. The matrix of 3252 SNP differences is available in Supplementary Data 3. We calculated genetic variation as the number of SNP differences between frogs, divided by the total number of callable sites (1,003,455). Supplementary Fig. S4A shows the average genetic variation between every pair of tanks. As expected, the intra-tank genetic variation tends to be smaller than the inter-tank genetic variation. Supplementary Fig. S4B shows the genetic variation between individuals. While we found up to a maximum of 0.056% genetic variation between frogs in the dataset, our clocks are still able to accurately predict age across strains.

### Epigenetic clock

We trained elastic net regularized linear regression models to predict chronological age based on DNA methylation levels. 

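The clocks were fitted with an elastic net at an l1_ratio of 0.5 on the fractions at the filtered CpGs, with 100 values of alpha on a log scale down to 0.001 of the largest. A coordinate descent written for repeated fits was used in place of the Scikit-learn function. Fitted to all 192 frogs at a few fixed values of alpha, it differed from Scikit-learn's ElasticNet by at most 0.004 years. These alphas were larger than the smallest one tried, and the choice of alpha was not compared. In a separate simulation, where 60 of 2000 CpGs carried age, predicted and actual age correlated with r = 0.985. The 16 external frogs were not analysed here.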

To evaluate this method, we performed cross-validation on the training dataset (Fig. 2A–D), and trained a final model on all the training data (n = 192) to predict the ages of 16 additional frogs in an external test set (*n* = 16) (Fig. 2E). In our dataset, all frogs within one tank are the same age and strain, so the leave-one-out cross-validation procedure (LOO-CV) (Fig. 2A, B) includes frogs from the same tank in both the internal training and testing splits, which could lead to overfitting due to tank-specific features. To evaluate the model’s performance without a tank-related bias, we also performed leave-one-tank-out cross-validation (LOTO-CV) (Fig. 2C, D). In this procedure, all frog samples from one tank are left out of the training data, then a clock is trained on all samples from the other tanks, and predictions are made on each frog in the left-out tank. The dataset includes 34 tanks, each containing between 1 and 19 frogs, with a median of 6 frogs per tank. 

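Of the 34 tanks, 4 held a single frog. For a single frog, leaving out the frog and leaving out its tank give the same training data, and the 2 procedures then differ only in how alpha is chosen. A single tank had frogs on both sequencing lanes.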

To measure the performance of the clocks, we used the median absolute error between the predicted age and actual age (MedAE), and the Pearson correlation between the predicted age and actual age (r). 

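In LOO-CV, the linear clock had a MedAE of 0.481 years, with a 95% interval of 0.411 to 0.615 from 2000 resamples of tanks. Its predicted ages correlated with actual age with Pearson r = 0.975 and Spearman r_s = 0.960. In LOTO-CV, the MedAE was 0.872 years (95% interval 0.667 to 1.10), with r = 0.939 and r_s = 0.921. Each of these correlations had a permutation p of 1e-05, the smallest possible. Without any 2 of the 22 oldest frogs, which are equally far from the median age, r ranged from 0.974 to 0.975 in LOO-CV and from 0.937 to 0.939 in LOTO-CV. The MedAE within lanes was 0.537 years on lane 1 and 0.438 years on lane 2 in LOO-CV, and 0.872 years and 0.874 years in LOTO-CV. Within lanes, r in LOTO-CV was 0.943 on lane 1 and 0.848 on lane 2. Averaged over tanks, the absolute error was 0.316 ± 0.501 years (SD, n = 34 tanks) larger in LOTO-CV than in LOO-CV. It was larger in 25 tanks and smaller in 8 (two-sided sign-flip permutation test, p = 0.00041). The difference was 0.243 years over the 22 tanks of lane 1 (permutation p = 0.011) and 0.469 years over the 13 tanks of lane 2 (exact permutation p = 0.0105), with the tank that was on both lanes counted in each. Holding out every frog of one age in turn, with 5-fold cross-validation in the inner loop, moved the LOTO-CV error most, to a MedAE of 1.25 years and r = 0.828. Holding out whole strains in the same way gave a MedAE of 1.12 years and lowered r further, to 0.794, with r = 0.672 within lane 1 and r = 0.844 within lane 2.

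**Figure D1:**
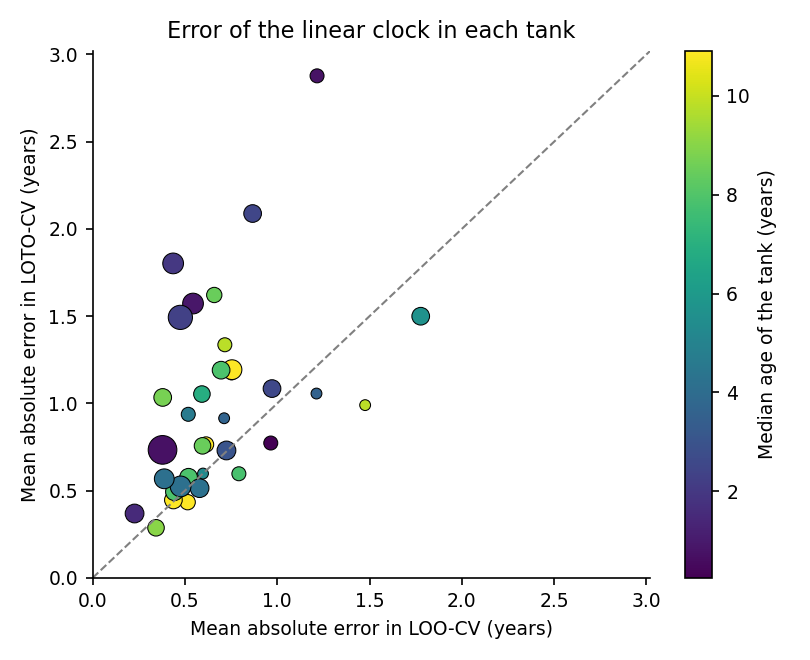
Mean absolute error of the linear clock in years in each of the 34 tanks, in LOO-CV on the horizontal axis and in LOTO-CV on the vertical axis. Point size grows with the number of frogs in the tank, colour gives its median age, and the dashed line marks equal errors. Of the 34 tanks, 25 lie above the line and 8 below it.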

As expected, the LOTO-CV predictions (MedAE = 0.835 years and *r* = 0.938) performed worse than LOO-CV predictions (MedAE = 0.456 years and *r* = 0.976). For comparison, the only other DNA methylation clock currently published in *Xenopus tropicalis*^12^ achieved a LOO-CV MedAE of 0.96 years. We also report clocks that predict the natural logarithm of age (Fig. 2B, D), because previous work has suggested that DNA methylation levels tend to be non-linearly related to age^20,21^. 

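The log clocks were fitted to the natural logarithm of age in years, and their predictions were transformed back to years before the errors were calculated. In LOO-CV, the log clock had a MedAE of 0.397 years (95% interval 0.226 to 0.671 over resampled tanks) and r = 0.946. In LOTO-CV, its MedAE was 0.664 years (95% interval 0.405 to 1.03) and r = 0.938. The alternative that moved the LOTO-CV MedAE most was training on adults alone with 5-fold cross-validation in the inner loop, which gave 0.924 years. Holding out whole strains or whole ages, with the same inner loop, lowered r most, to 0.832 in each case. Within lane 1, r was then 0.697 with strains and 0.702 with ages held out, and within lane 2 it was 0.912 and 0.869. On lane 1, which held the older frogs, the MedAE of the log clock in LOTO-CV was 0.990 years, and on lane 2 it was 0.438 years.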

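The paper gives no age limits for young and old samples, and frogs under 2 years and over 8 years were compared. Among the 53 frogs under 2 years, from 8 tanks, the MedAE in LOTO-CV was 0.290 years for the log clock and 1.08 years for the linear clock. The absolute error of the log clock was lower in 8 of the 8 tanks, with a mean difference of -0.821 ± 0.667 years (SD, n = 8 tanks, two-sided exact permutation p = 0.00781, the smallest p that 8 tanks allow). Among the 46 frogs over 8 years, from 10 tanks, the MedAE was 1.53 years for the log clock and 0.831 years for the linear clock. The log clock's absolute error was higher in 8 of the 10 tanks, by 0.682 ± 0.507 years (SD, n = 10 tanks, two-sided exact permutation p = 0.00781). With LOO-CV errors, the mean differences were -0.344 years in the young frogs (exact permutation p = 0.0312) and 0.842 years in the old frogs (exact permutation p = 0.00195). The frogs over 8 years were all on lane 1, so lane and old age cannot be separated in this comparison.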

The predictions of our log-transformed clocks show more accurate predictions for young samples and less accurate predictions for old samples.

**Fig. 2:**
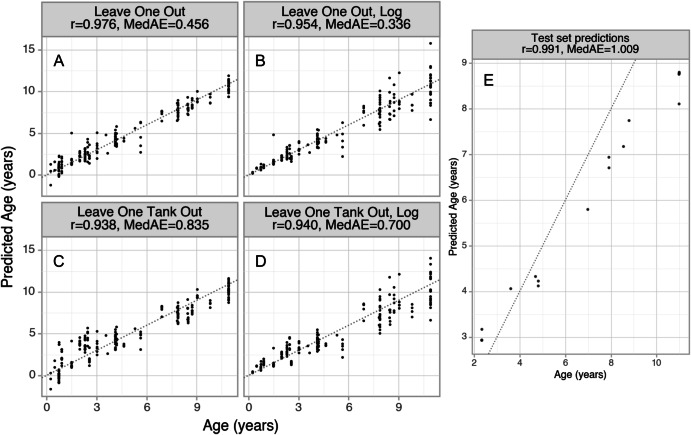
Epigenetic clock performance. **A**–**D** DNA methylation clock nested cross validation results on *n* = 192 frogs. Models (**B**) and (**D**) were constructed to predict the natural logarithm of age. The dotted lines represent predicted age = actual age. MedAE is the median absolute error between predicted and actual age (in years). **E** Age predictions on a test set of 16 frogs based on a DNA methylation clock trained on the 192 frog training set.

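An elastic net trained on all 192 frogs, with alpha chosen by leave-one-tank-out cross-validation, kept 389 CpGs, 192 with a positive and 197 with a negative coefficient. It was trained on all 6175 filtered CpGs, since the subset shared with the external frogs could not be formed here. The chosen alpha was the smallest of the 100 tried. An l1_ratio of 0.1 in place of 0.5 moved the number of CpGs most, to 1215, and an l1_ratio of 0.9 gave 163.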

For the elastic net model trained on the entire training dataset and evaluated on the 16 frog external test set, 378 CpG sites were selected as predictors (199 positively and 179 negatively associated with age). These CpG sites and the corresponding clock coefficients are provided in Supplementary Data 4. 

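All 378 CpGs of Supplementary Data 4 were among the measured CpGs, and 4 of them were removed by the filter as applied here. The clock trained here on all frogs shared 299 CpGs with that list, and the coefficients of all 299 had the same sign. Of the other 374 CpGs of the list, 233 were among the CpGs significantly correlated with age, and at 283 the coefficient had the sign of the Spearman correlation. Applied to the 192 frogs it was trained on, the clock of Supplementary Data 4 gave a MedAE of 0.0755 years.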

The external test set clock predictions (Fig. 2E) display a very strong linear relationship between the predicted age and actual age (Pearson r = 0.991, *p* = 1.065 × 10^−13^, *n* = 16). However, the slope of the predicted vs actual age plot is less than 1 (MedAE = 1.01 years). This reduction in the range of the predicted ages relative to the actual ages is a common feature of elastic net clocks when applied to validation data^22^. These 16 frogs were collected and processed separately from the 192 frog training data. However, it should be noted that some frogs in the test set came from the same tank and strain as the training data, so this evaluation shows generalization to different sample preparation and sequencing runs, but not necessarily generalization to entirely unseen frog strains and ages.

To further investigate the effects of including frogs of the same age and strain in both the training and prediction cross-validation folds, we performed LOTO cross validation except with all the tank assignments randomized. This shuffled LOTO-CV procedure, when run 5 times with different tank membership assignments, achieved an average MedAE 0.470 years, and the log-transformed clock achieved MedAE of 0.398 years. The performance of the shuffled LOTO-CV is better than the original LOTO-CV, and similar to the LOO-CV results.

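With tank labels permuted among the frogs in 5 runs, the mean MedAE of the linear clock was 0.488 ± 0.0161 years (SD, n = 5 runs) and that of the log clock 0.415 ± 0.0365 years (SD, n = 5 runs). The inner loop was 5-fold cross-validation. With the shuffled tanks also in the inner loop, which was chosen after the data were seen, the values were 0.464 ± 0.0035 years and 0.392 ± 0.0186 years. In single runs with the 5-fold inner loop, the linear clock's MedAE ranged from 0.462 to 0.504 years and the log clock's from 0.355 to 0.454 years. All 5 runs of the linear clock lay below the interval of the unshuffled LOTO-CV error over resampled tanks and inside that of LOO-CV. For the log clock, the intervals of LOO-CV and LOTO-CV overlapped. From the similar performance of shuffled LOTO-CV and LOO-CV, the paper proposes in its Discussion that LOO-CV overfits to the age or to genetic information shared within a tank.

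**Figure D2:**
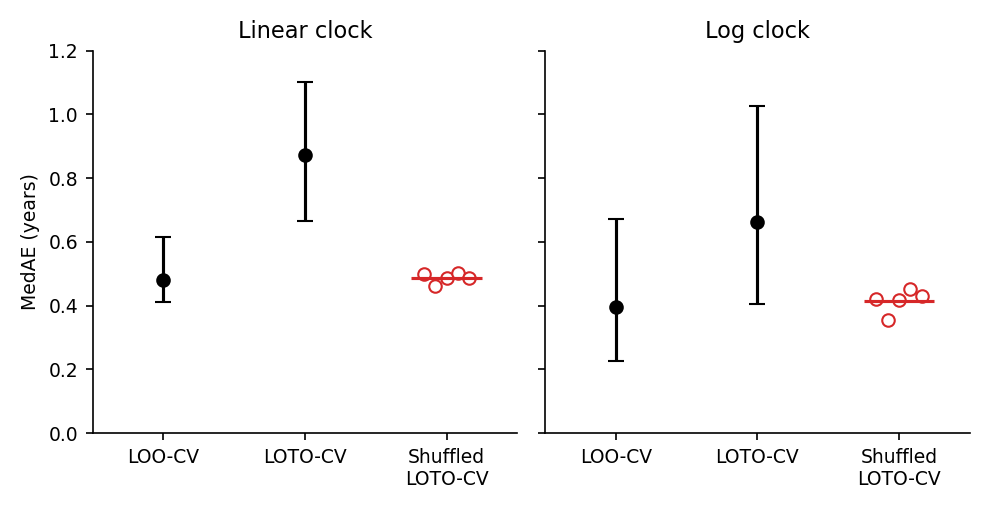
MedAE in years of the linear and log clocks in LOO-CV, LOTO-CV and shuffled LOTO-CV. Black points with bars give the MedAE over 192 frogs and its 95% interval over resampled tanks, red circles the 5 shuffled runs and red lines their means, 0.488 and 0.415 years.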

### Chromatin state analysis of highly age-associated CpGs

We sought to investigate whether highly age-correlated CpG sites are preferentially found in certain chromatin states. In the absence of an established chromatin state annotation for the *Xenopus tropicalis* v10.0 genome^17^, we used ChromHMM^23^ to construct one based on a previously published ChIP-seq dataset collected from *Xenopus tropicalis* embryos^24^. Our annotation is based on a stage 30 embryo from the published ChIP-seq data. The model generated 15 chromatin states, which we assigned names based on previously reported chromatin states in other species. Supplementary Fig. S5 shows the proportions of the top positively and negatively age-correlated CpGs in each of the annotated chromatin states. Significantly age-correlated CpGs were selected based on adjusted *p*-values for the correlation between methylation and age (see Methods section). This generated a list of the top 326 positively age-correlated sites and 1907 negatively age-correlated sites. 

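Over the 187 adults and the 6175 filtered CpGs, 320 CpGs were positively and 1907 negatively correlated with age at a Benjamini-Hochberg adjusted p-value under 0.001. The Spearman correlation was negative at 4940 of the 6175 CpGs. Using the means of 32 tanks as the units moved the counts most, to 19 positive and 43 negative CpGs. Of the 2227 CpGs called over frogs, 2226 had a correlation of the same sign over tank means. When ages were permuted among tanks, 1 of 100 assignments, the real one, gave as many negative CpGs, while 9 gave as many positive ones. Within lane 1, 161 positive and 549 negative CpGs passed the threshold over 96 adults, and within lane 2, 177 and 1016 over 91 adults. The CpGs lay in short stretches. Joining CpGs less than 200 bp apart gave 2223 regions, of which 207 held a positively and 1174 a negatively correlated CpG, and 61 held both. The share of positively correlated CpGs fell with the level of methylation, from 35.4% of the 65 CpGs with a median below 0.2 in adults to 2.4% of the 4633 CpGs with a median above 0.8. Negatively correlated CpGs made up 50.9% of the 1176 CpGs with a median between 0.5 and 0.8.

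**Figure D3:**
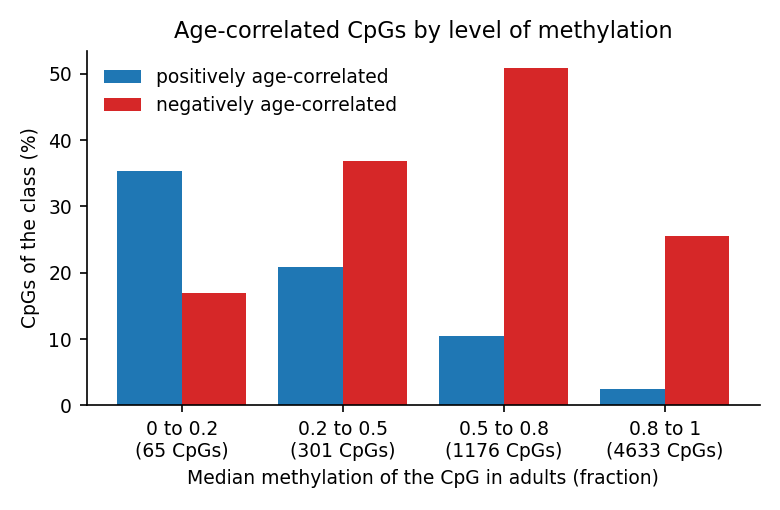
Percent of filtered CpGs that were positively (blue) or negatively (red) age-correlated, in 4 classes of the CpG's median methylation in adults, given as a fraction on the horizontal axis. Positive correlations fall from 35.4% in the lowest class to 2.4% in the highest.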

Most CpG sites in our data are found in the states corresponding to heterochromatin, quiescent, or repetitive regions of the genome. Figure 3A shows the emission probabilities output by ChromHMM. Figure 3B shows the log_2_ enrichment of the significantly age-correlated CpGs in each chromatin state, where enrichment is defined as the fraction of highly age-correlated CpG sites in a chromatin state divided by the fraction of all CpG sites in that chromatin state. We used Fisher’s exact test to compute a *p*-value for each enrichment. Although there is a small total number of CpGs in the “bivalent low” and “strongly transcribed” chromatin states in our dataset, these sites show the greatest enrichment for positively age-correlated CpGs. The heterochromatin1 state (moderate H3K9me3 signal) shows a moderate underrepresentation of highly age-correlated sites, and the heterochromatin2 state (strong H3K9me3 and H4K20me3, low H3K9me2) shows a moderate overrepresentation of highly age-correlated sites; these heterochromatin effects are each significant under the Fisher’s exact test (Benjamini-Hochberg adjusted *p* < 10^-5^).

**Fig. 3:**
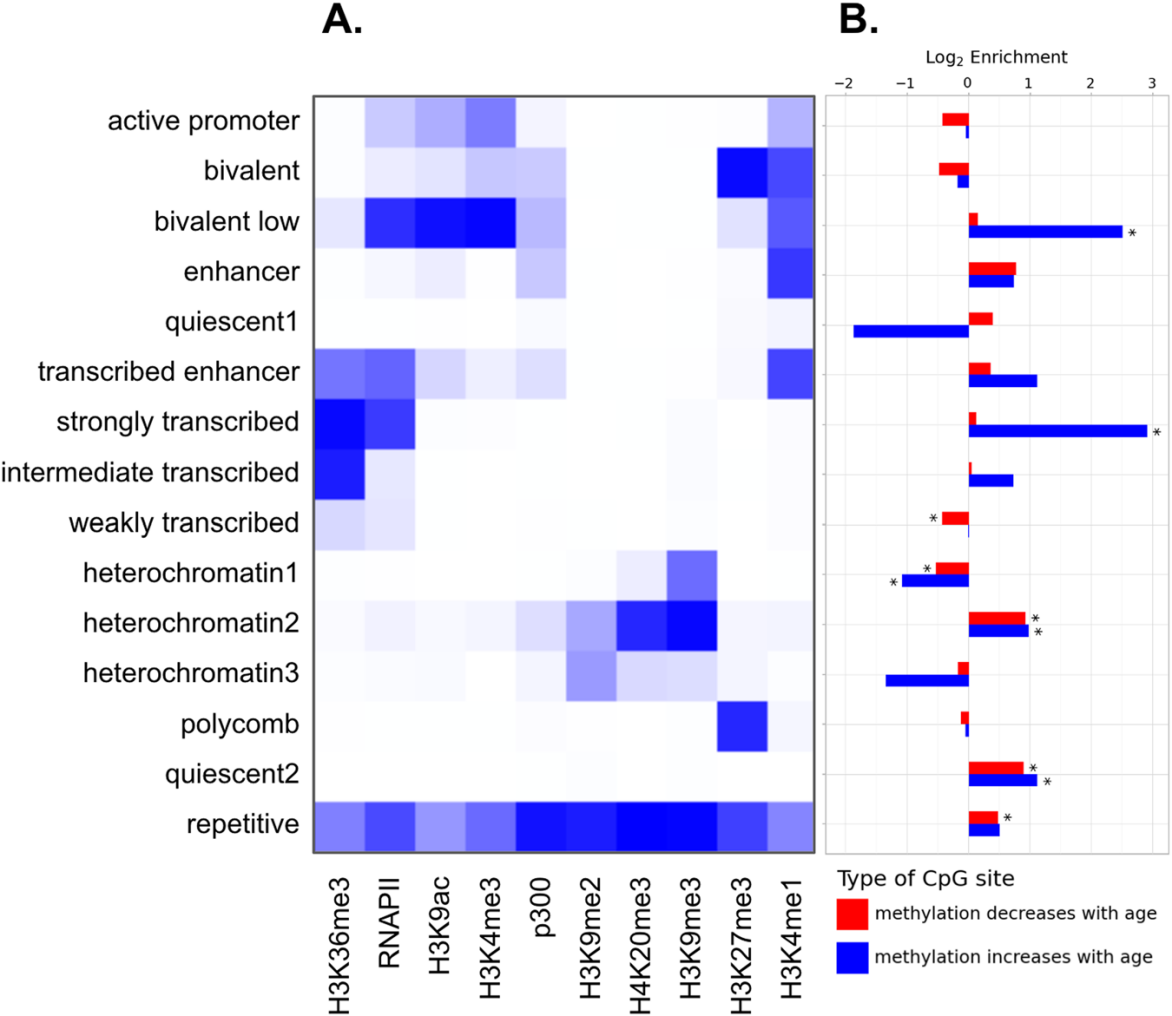
Chromatin state analysis of highly age-associated CpGs. **A** ChromHMM automated chromatin state annotation emission parameters. **B** Chromatin states of selected CpG sites with high correlation between methylation and age. Log enrichment represents log_2_ of the fraction of + or - CpG sites in a chromatin state divided by the fraction of all CpG sites in that chromatin state. The reference background is all CpG sites from our TBS dataset with sequencing coverage of at least 10. An asterisk (*) indicates that the adjusted *p*-value < 0.05 for Fisher’s exact test.

### Gene expression proximal to highly age-associated CpGs

We investigated the relationship between age-associated CpG sites and the expression of proximal genes. To accomplish this, we used the previously published *Xenopus* single-cell RNA-seq atlas^25^. The atlas includes gene expression data from 1-year-old frogs from the related species *Xenopus laevis*. For the purposes of this analysis, we mapped genes in *X. tropicalis* to *X. laevis*. We selected the significantly age-correlated CpGs in our data, and found the most proximal gene to each CpG site, generating a list of 37 positively- and 208 negatively age-correlated genes (see Methods section). 

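The annotation at hand gives the start and end of each gene but neither strand nor transcription start, and genes were not mapped to X. laevis. Distances were therefore taken to the gene's span. Of the 320 positively age-correlated CpGs, 137 lay inside the span of a gene, and the nearest genes within 5 kb were 101 different genes. Of the 1907 negatively age-correlated CpGs, 670 lay inside a gene, and the nearest genes within 5 kb were 484. The share of CpGs inside a gene was 42.8% for positively correlated, 35.1% for negatively correlated and 37.6% for all filtered CpGs.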

Figure 4 shows the mean expression of these gene lists in each tissue, along with the mean expression of all genes in *Xenopus laevis* as a reference. The genes proximal to CpG sites with significant positive age association tend to be less expressed than the background of all genes, but due to the low sample size (37 positive genes), this effect is not significant under a Wilcoxon rank-sum test (Benjamini-Hochberg p-adj. > 0.05). The genes proximal to CpGs with significant negative age association are significantly more expressed than the background of all genes in brain, eye, heart, lung, muscle, ovary, pancreas, and stomach (Benjamini-Hochberg p-adj. < 0.05).

**Fig. 4:**
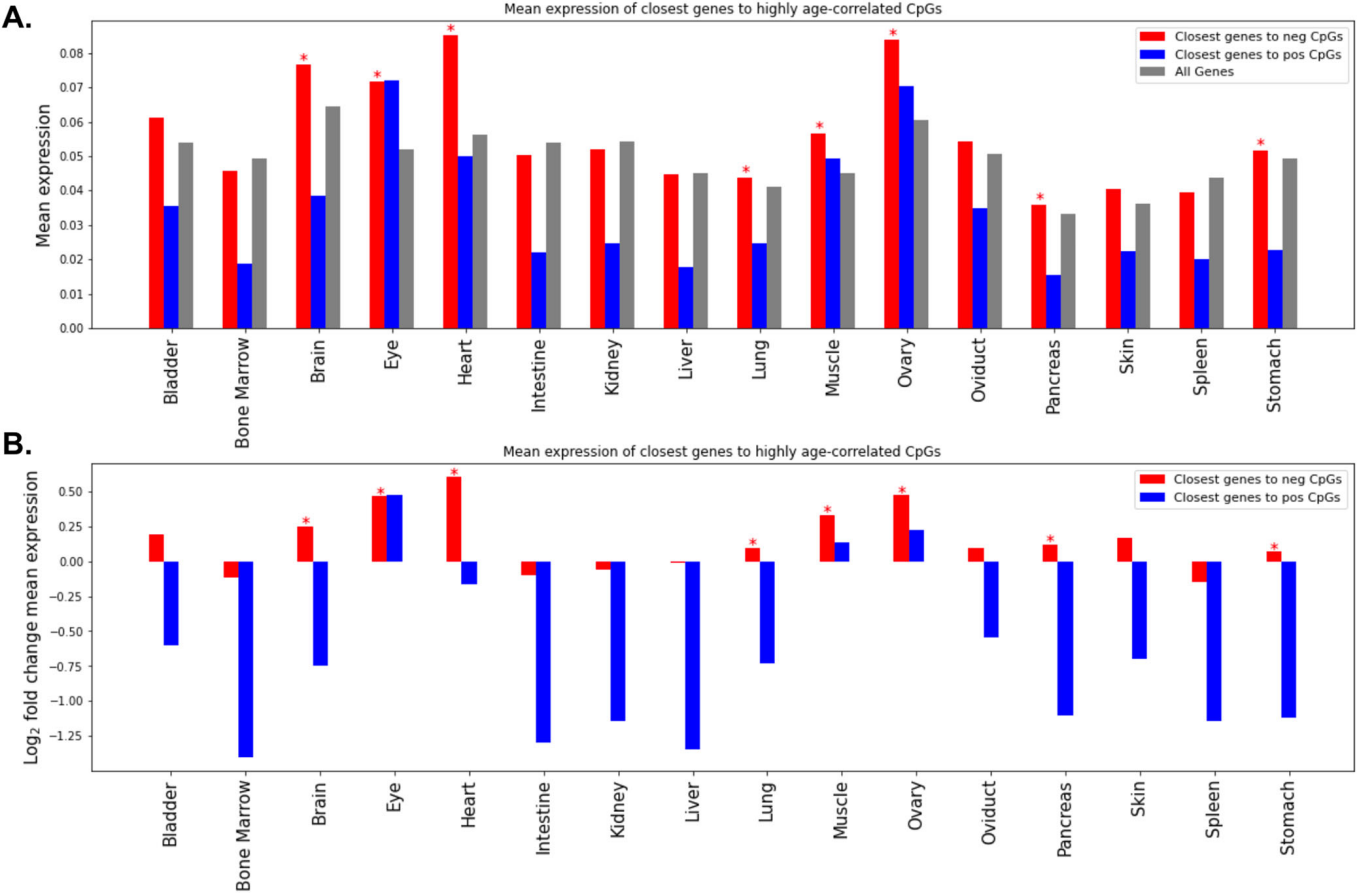
Expression of genes proximal to highly age-associated CpGs. **A** Single-cell RNA sequencing atlas expression levels of the closest gene to significantly negatively correlated CpGs (red), significantly positively correlated CpGs (blue), and all genes (gray). Mean expression is calculated as the mean of log1pCP10k values over all cells in a tissue. Asterisks (*) indicate Benjamini–Hochberg adjusted *p*-value is < 0.05 for the Wilcoxon rank-sum test of mean expression in the gene list compared to mean expression of all genes. **B** Log_2_ fold change in mean expression of genes closest to significantly age-associated CpGs compared to all genes.

## Discussion

We constructed the most accurate clock for *Xenopus tropicalis*, based on 192 frogs. We expect the performance of this clock on new frog samples will be similar to the leave-one-tank-out cross-validation (LOTO-CV) performance metrics of MedAE = 0.7 years and r = 0.94. While the LOO-CV performance is better than LOTO-CV (MedAE = 0.465 years, r = 0.976), we were able to achieve similar performance to LOO-CV using a LOTO-CV approach with random tank membership assignments. This suggests that the LOO-CV procedure is overfitting to the age and/or shared genetic information from within each tank.

We identified chromatin states enriched for age-associated CpG sites using a chromatin state annotation based on a previously published ChIP-seq dataset in *Xenopus tropicalis* embryos^24^. The chromatin state primarily marked with H3K9me3 (“heterochromatin1”) makes up over 50% of the CpG sites in our dataset. We observed a significant underrepresentation of highly age-associated sites in the heterochromatin1 state. This state is likely a type of constitutive heterochromatin, and this result indicates methylation levels in these regions tend to be more stable with age than in other chromatin states. The “heterochromatin2” state is marked primarily with H3K9me3 and H4K20me3, and is significantly enriched for both significantly positive and negative age-associated CpG sites. The difference in the age-associated methylation behavior of these two chromatin states suggests a significant role for H4K20me3 in epigenetic aging. The histone marks H4K20me3 and H3K9me3 are directly linked to DNA methylation through the maintenance DNA methyltransferase DNMT1. DNMT1’s BAH1 domain has been shown to recognize H4K20me3 in humans^26^, and the UHRF1 protein binds to H3K9me3 through its tandem Tudor domain and guides DNMT1 to these regions^27^. Therefore, changes of these histone marks with age could lead to age-associated DNA methylation changes at these loci. Large scale changes and redistribution of H3K9me3 and H4K20me3 have been observed with aging^28–30^. Since a large fraction of age-associated CpG sites in our dataset are in heterochromatic regions, it’s possible that much of our clock’s predictive ability can be explained by a redistribution of heterochromatin in *Xenopus* frogs with age. Direct measurement of the spatiotemporal evolution of these chromatin marks over aging is a possible future research direction. This will be especially important given that our chromatin state annotation was derived from whole embryos (the only publicly available genome-wide ChIP-seq data for *Xenopus tropicalis* that we could identify), which differ in both developmental stage and tissue composition from the adult skin samples used for DNA methylation profiling. Future studies using ChIP-seq or ATAC-seq in adult *Xenopus* skin tissue would provide a more accurate picture of aging-associated chromatin dynamics and avoid potential biases introduced by using embryonic references, improving the interpretation of the functional relevance of age-associated CpG sites.

We observed that positively age-correlated CpGs are significantly enriched in the state with H3K4me3 and H3K27me3 (“bivalent low”). This enrichment has been reported in human^10,31^ and mammalian studies^11^. This effect has also been observed in *Xenopus tropicalis* and *laevis*^12^ using chromatin state annotations for the bivalent sites from human datasets. Loss of H3K4me3 at chromatin that was formerly bivalent is a possible mechanism explaining the increase in DNA methylation with age. As H3K4me3 at bivalent sites is lost with age, we expect DNA methylation to increase at these sites because the de novo DNA methyltransferase machinery (DNMT3a/b/L) can bind to H3K4me0 (and not H3k4me3) through the ADD domain and promote de novo DNA methylation^32,33^. However, we note that less than 1% of CpG sites in our targeted bisulfite sequencing dataset are in this state (see Supplementary Fig. S5). The targeted bisulfite sequencing method with different probes could allow for direct targeting of these sites in further studies.

The two chromatin states with the highest H3K27me3 levels (“polycomb” and “bivalent”) do not have significant enrichment for age-associated DNA methylation sites. This result contrasts with mammalian studies, which report positively age-associated methylation at polycomb group target sites^10,34–37^. While a typical annotation of this chromatin state is defined as regions of the genome highly bound by PRC2 in embryonic stem cells, our annotation is based on measuring H3K27me3 in DNA from a whole *Xenopus* embryo.

We also observe significant enrichment for the top positively age-associated CpGs in chromatin with H3K36me3. H3K36me3 is found in gene bodies of actively transcribed genes, and maintenance of this mark prevents cryptic transcription^38^. DNMT3a’s PWWP domain interacts with H3K36me3, promoting de novo DNA methylation at these regions^39–41^. Similar to our results, DNA methylation levels have been found to increase with age in H3K36me3 regions in mouse muscle stem cells^42^.

Using a single cell RNA-seq dataset from a young adult *Xenopus laevis*^25^, we observed low expression of genes nearby to CpGs with positively age-associated methylation. This effect has been previously observed in humans and mice^10,31,43–45^. The low expression levels of genes proximal to positively age-correlated CpGs suggest that the increase in methylation at these sites over age may generally not lead to significant phenotypic changes because these genes are already repressed by epigenetic mechanisms other than DNA methylation. This is consistent with the fact that positively age-associated CpGs have been found near developmental genes in humans^9,11^ and *Xenopus*^12^.

In conclusion, in this study, we have shown that some mechanisms of epigenetic aging may be conserved between mammals and *Xenopus tropicalis*, supporting the future use of frogs as a model organism for the study of biological aging. An advantage of using amphibians in aging research is that they are cold-blooded. The surrounding water temperature could be altered in a controlled experiment to determine the effect of metabolic rate on the rate and patterns of DNA methylation over time. Sexual maturity is well understood in *Xenopus*; specifically, metamorphosis can be easily controlled by iodine in the environment or by exogenous thyroid hormone. The delayed onset of sexual maturity increases lifespan in mice^46^. Further study of the molecular mechanisms of this process could be undertaken in *Xenopus*. While we did not consider the effect of sex in this study, future studies could examine lifespan differences between sexes using our clocks. Male-to-female and female-to-male sex reversal can be easily induced by exposing developing larvae to estrogen and the aromatase inhibitor fadrozole, respectively^47^. There are also environmental factors that would be challenging to study in other animals, for example, the effects of environmental plastic exposure, which can be examined in *Xenopus*^48^. Moreover, *Xenopus* is thought to have negligible senescence and remains fertile late in life. In fact, it has been suggested that there is a lack of reproductive aging in *Xenopus*^49^, which, combined with our clocks, could reveal new reproductive biology. It is known that wood frogs (*Lithobates sylvaticus*) are naturally freeze-tolerant^50^. If clocks translate to these species, exploring the clocks in frozen tissues presents a new research direction. Since single cell nuclear transfer was originally accomplished in *Rana* and *Xenopus* frogs^51^, *Xenopus* provides a convenient toolbox for studying the germ line reset. In conclusion, *Xenopus* frogs provide promising research directions to further study the biology of aging.

## Methods

### Sample collection

192 *Xenopus tropicalis* frogs were housed at the National Xenopus Resource (RRID: SCR_013731)^52^ in multi-rack recirculating aquatic systems with a constant temperature of 25 °C and 12 h light /12 h dark cycle, and an established diet as previously described^16,53,54^. Disposable biopsy punches were used to collect tissue (VWR 21,909–140) from the hindlimb webbing of each of the 187 adult frogs in the dataset^55^. For the 5 tadpoles, the entire organism was used for DNA extraction. Supplementary Data 1 includes all frog metadata, including strain. All animals have a Nigerian strain genetic background (NXR_1018). Some frogs in the dataset are transgenic; this information is given in the strain annotation. The sex of the frogs was not recorded. We performed DNA extraction according to the procedures described in ref. ^16^, which was modified from ref. ^55^.

### Targeted bisulfite sequencing library preparation

Library preparation was performed as previously described in ref. ^16^. 500 nanograms of purified DNA per sample were sonicated using a Covaris R230. Fragmented DNA was subject to end-repair, dA-tailing, and ligation to pre-methylated unique-dual-indexed custom adapters (Integrated DNA Technologies). Pooled samples (16 samples per pool) were subject to hybridization with biotinylated oligonucleotide probes (synthesized by Integrated DNA Technologies) complementary to the previously identified age-associated regions (Supplementary Data 2) in the presence of *Xenopus* Hybloc DNA (Applied Genetics Laboratories - Melbourne, FL, US). Captured fragments were then treated with bisulfite (Zymo Lightning), then amplified and purified according to Morselli et al. ^16^. Samples were subject to QC, normalized and combined in two pools of 96 samples, and each sequenced on NovaSeq6000 (SP lanes) as paired-end 150 bases.

### Targeted bisulfite sequencing data processing

The *X. tropicalis* v10.0 reference genome^17^ was downloaded from Xenbase^56^ (RRID:SCR_003280). We performed sequencing, alignment to the reference genome, quality control, and methylation calling using the same methods previously described in^16^, except reads were trimmed using fastp^57^ with TruSeq adapters trimmed and options --length_required 40 --trim_front1 5 --trim_tail1 5 --trim_front2 5 --trim_tail2 5 --trim_poly_g --qualified_quality_phred 20. Briefly, BiSulfite Bolt^18^ was used to align bisulfite-converted reads to the reference genome and create a methylation matrix of all CpG sites with sequencing coverage of at least 100x in 100% of the samples. There are 6717 of these CpGs. Mean coverage of each sample (see Supplementary Data 1) was calculated with BSBolt AggregateMatrix (arguments: -count -min-coverage 100). We used scipy.stats.spearmanr^58^ to compute the correlation between methylation and age at each site. For genotype analysis, we used the BiSulfite Bolt commands CallVariation and GenotypeMatrix to call variant genotypes from sites with a minimum of 10x coverage, alignment score 10, quality score 10, and present in at least 90% of frogs.

Some CpG sites in the data show an abnormal pattern of methylation, where some frogs have 0 methylation, some have 0.5 methylation, and some have 1.0 methylation, with very few values in between. We used the function sklearn.mixture.GaussianMixture^59^ to fit Gaussian Mixture Models (GMM) to the methylation values at each CpG. A CpG site is filtered from the dataset if the Bayes Information Criterion (BIC) for the GMM with 1 component minus the BIC for the GMM with 3 components is greater than 90. The value of 90 was tuned manually to capture sites with clearly anomalous patterns. Additionally, for a site to be filtered there must be at least one vanishingly small methylation value (<0.006), since we expect the anomalous sites resulting from C to T germline mutation to have no methylation for frogs with the T allele. Examples of these sites are available in Supplementary Fig. S1B. After filtering, our methylation matrix consisted of 6,183 CpG sites across 192 frogs.

Figures were generated by Python packages plotnine v0.12.4^60^ and matplotlib v.3.8.2^61^. Tabular data were processed by Python packages pandas v2.1.4^62^ and anndata v0.8.0^63^. GPT-4o was used to assist in writing some Python code for the analysis and plotting.

### Epigenetic clock

We implemented the clocks using the function sklearn.linear_model.ElasticNetCV from the Scikit-learn package in Python^59^. The l1_ratio hyperparameter controls the relative strength of the L1 penalty compared to the L2 penalty, and it was fixed to 0.5 for the clocks. The alpha hyperparameter controls the overall strength of regularization. We used a nested cross-validation approach to tune the alpha hyperparameter and obtain an estimate of the method’s performance. In this procedure, the *n* = 192 frog training dataset is first split up into a training and validation set, based on the “outer cross validation” criterion of either LOO-CV or LOTO-CV. Within the training set of this cross-validation, the ElasticNetCV function was used with an “inner cross validation” criterion to find the best alpha value within the training fold. For LOO-CV, the inner cross-validation criterion was 5-fold cross-validation. For LOTO-CV, the inner cross-validation criterion was also LOTO-CV. Sklearn.model_selection.LeaveOneOut and sklearn.model_selection.LeaveOneGroupOut was used to implement these procedures.

Additionally, we used previously published (GEO Series GSE222107)^16^ targeted bisulfite sequencing data from 16 different frogs as an external testing set for evaluating the performance of our DNA methylation clock. This external dataset was prepared by a different operator and sequenced on a different NovaSeq6000 lane. We trained a single clock on the subset of CpG sites shared between the main dataset and the test dataset (reducing the number of CpG sites from 6183 to 5938), then made predictions on the test dataset (Fig. 2E). For this model, the function sklearn.linear_model.ElasticNetCV was used with internal LOTO-CV to tune the alpha hyperparameter.

### Selecting highly age-associated CpGs

From the 6183 filtered CpG sites in our data, we selected the top sites most positively and negatively correlated with age for downstream analysis. We ranked the CpG sites based on their Spearman correlation between methylation value and age. 

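Methylation in the 5 tadpoles was compared with that in the 31 adults under 1 year, all sequenced on lane 2, with limma on the logit scale, log2 of (fraction + 0.001) over (1 - fraction + 0.001). At a Benjamini-Hochberg adjusted p-value under 0.05, 1203 of the 6175 CpGs were higher and 1195 lower in tadpoles. The increases were larger than the decreases. The median difference in fractions was 0.0794 at the higher and -0.0272 at the lower CpGs, and 200 CpGs were higher by at least 0.2 while 20 were lower by that much. At 41 of the higher CpGs every tadpole was above every young adult, and at 14 of the lower CpGs every tadpole was below. If all animals were independent, chance would give 0.000265% of CpGs in each direction. Comparing tadpoles with all 187 adults, with age as a covariate, gave 1101 higher and 519 lower CpGs, and a threshold of 0.001 gave 629 higher and 291 lower. The 5 tadpoles came from 2 tanks of different strains and the 31 young adults from 3, and limma treats tank mates as independent. With the means of the 5 tanks as units, which was chosen after the data were seen and moved the counts most, 0 CpGs were higher and 0 lower at the same threshold, and 760 had an unadjusted p-value under 0.05. The 3-month-old tadpoles carried most of the increase. At the 1203 higher CpGs, the median difference from young adults was 0.116 in the 3 youngest tadpoles and 0.0185 in the 2 others, aged 177 days. The CpG of Supplementary Fig. S2D on chromosome 3, 62 bp from rnf14.3, had a methylation of 0.515 ± 0.288 (SD, n = 5) in tadpoles and 0.180 ± 0.0308 (SD, n = 31) in young adults, a difference of 2.24 on the log2 logit scale (standard error 0.33, adjusted p = 1.95e-06 from limma). Tadpoles were whole organisms and young adults skin, so stage and tissue cannot be told apart. The paper reasons from the higher values at some CpGs that tadpoles should be left out of the selection of sites.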

For this site selection process, we included methylation measurements only from the 187 adult frogs and excluded tadpoles due to their substantially higher methylation values at some CpGs (see Supplementary Fig. S3C). The *p*-value for this correlation was calculated with the Python function scipy.stats.spearmanr^58^. This *p*-value represents the null hypothesis that the Spearman correlation is 0. Highly age-associated sites were selected as those with a Benjamini–Hochberg adjusted *p*-value of less than 0.001. This approximately corresponds to a Spearman r_s_ > 0.3 or r_s_ < −0.3. 

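The smallest absolute Spearman correlation among the 2227 age-correlated CpGs was 0.258. Of these CpGs, 253 had a correlation above 0.3 and 1489 one below -0.3. The 2 CpGs of Supplementary Fig. S2B lie near this limit. At the positive one, on chromosome 4 inside LOC105945734, r_s was 0.291 (adjusted p = 0.000174). It was 0.352 on lane 1, 0.173 on lane 2, 0.541 over tank means and 0.335 with the tadpoles included. At the negative one, on the same chromosome inside LOC100492865, r_s was -0.282 (adjusted p = 0.000301). It was -0.346 on lane 1, -0.433 over tank means and -0.334 with the tadpoles included, and on lane 2 its sign was reversed (0.0436).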

The result is 326 positively age correlated sites and 1907 negatively age-correlated sites.

### Chromatin state analysis of highly age-associated CpGs

ChIP-seq data from Hontelez et al. were obtained from GEO Series GSE67974^24^. The chromatin marks present in this dataset are H3K36me3, RNAPII, H3K9ac, H3K4me3, p300, H3K9me2, H4K20me3, H3K9me3, H3K9me3, H3K27me3, and H3K4me1. We used data from the stage 30 *Xenopus tropicalis* embryo. Cutadapt v2.10 (arguments: -u 5 -j 0) was used to trim the input FASTQ files^64^. Bowtie2 v2.4.2^65^ (arguments: -k 1 --no-unal) was used with bowtie2-build to align ChIP-seq reads to the v10.0 *X. tropicalis* reference genome. Samtools v1.11 view, sort, markdup, and index were used to process BAM files and remove PCR duplicates^66^. ChromHMM v1.24 ConvertGeneTable, BinarizeBam, LearnModel, MakeSegmentation, and Reorder were used with default arguments to create the chromatin state annotation^23^. The number of chromatin states used in the genome segmentation is a user-controlled hyperparameter; we settled on 15 states to achieve a balance between having enough states to capture biological variation, and not so many to create duplicate states. We manually annotated the names of the 15 chromatin states based on the chromatin marks associated with each state. To statistically test CpG site enrichment for each chromatin state, we used Fisher’s exact test implemented with scipy.stats.fisher_exact, and adjusted the *p*-values using the Benjamini-Hochberg method with stats.false_discovery_control^59^.

### Gene expression proximal to highly age-associated CpGs

First, we mapped each significantly age-associated CpG site in our dataset to the closest transcription start site (TSS) in the *X. tropicalis* v10.0 genome annotation^17^ using pybedtools.closest v0.9.0 (argument: -D b)^67,68^. We excluded all CpGs whose closest gene TSS is greater than 5 kilobases away, since we wanted to capture proximal methylation effects on the nearby gene. Next, we mapped each *Xenopus tropicalis* gene to its homologous gene in the *Xenopus laevis* v9.1 genome^69^ using a HMMER-based pipeline, as described in^70^. The 326 highly positively age-associated CpG sites in our *X. tropicalis* dataset mapped to 37 nearby genes with data available in the *X. laevis* atlas. The 1907 highly negatively age-associated CpG sites in our *X. tropicalis* dataset mapped to 208 nearby genes with data available in the *X. laevis* atlas. As a background reference, all available genes in the *X. laevis* expression dataset (25,362 genes) were used. First, the mean expression of each gene was computed across all cells of each tissue. Next, the mean expression over the genes in each of the three gene sets was calculated and displayed in Fig. 4A. Figure 4B represents this same information by taking the log_2_ of the ratio between the expression of the positive or negative genes over the mean expression of all genes. The Python function scipy.stats.mannwhitneyu^58^ was used within each tissue to test if the mean expression of the positive or negative gene sets are significantly different from the mean expression of all genes. scipy.stats.false_discovery_control^58^ was used for the Benjamini-Hochberg *p*-value correction.

## Supplementary information

Supplementary information

SupplementaryData1

SupplementaryData2

SupplementaryData3

SupplementaryData4

SupplementaryData5

SupplementaryData6

## Data Availability

Bisulfite sequencing FASTQ files and the processed methylation matrix for 192 frogs are available at Gene Expression Omnibus (GEO) Series record GSE292839.

# Supplementary material for: An epigenetic clock for Xenopus tropicalis
**Source:** NPJ Aging. 2025 May 22;11(1):38. doi: 10.1038/s41514-025-00236-x
**Supplement:** Supplementary file 1 — Supplementary information

## **Supplementary information**

Supplementary Data 1: *Xenopus* samples description

Supplementary Data 2: Targeted bisulfite sequencing probes

Supplementary Data 3: Genetic variation

Supplementary Data 4: Epigenetic clock weights

Supplementary Data 5: Fisher's exact test results

Supplementary Data 6: Wilcoxon rank-sum test results

## Supplementary Figures

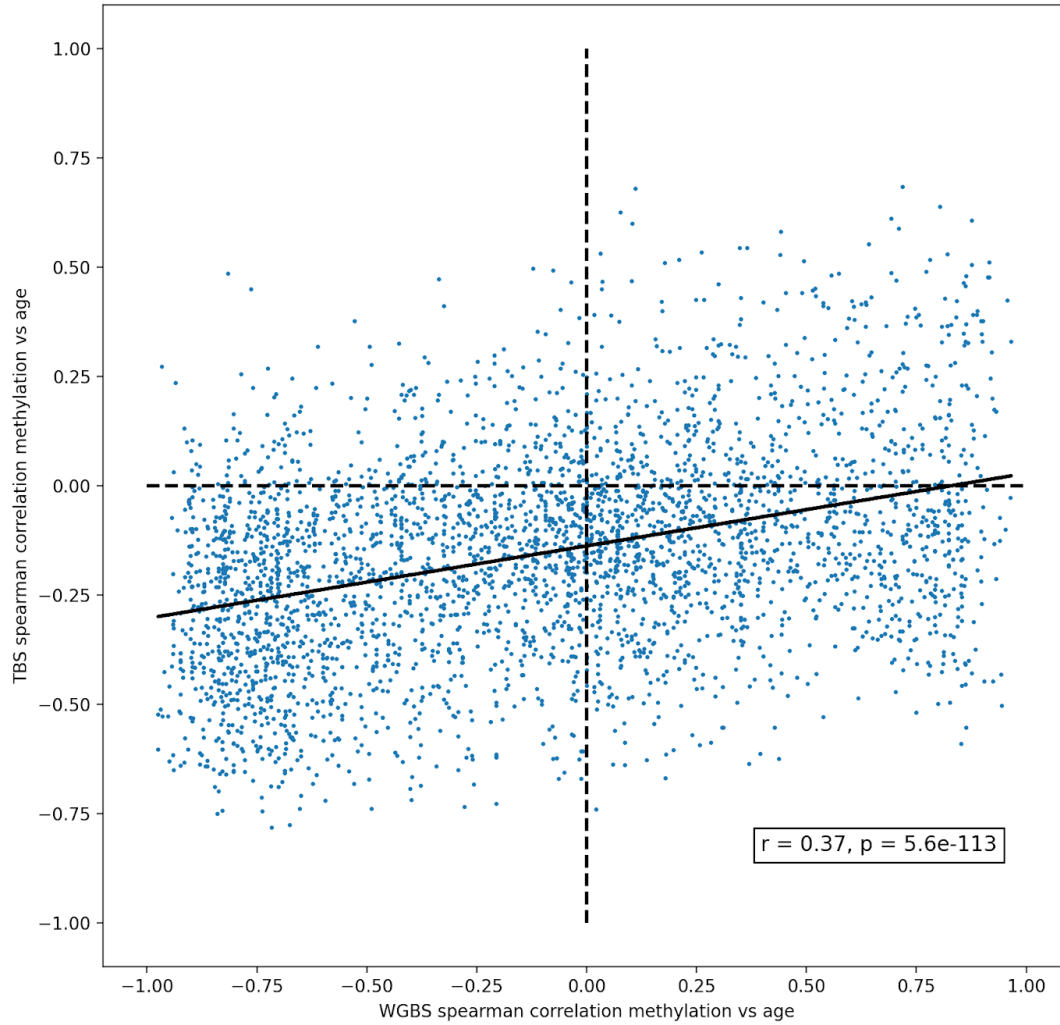

**Figure S1:** Comparison of  $n=3506$  CpG sites shared between the previously collected whole genome bisulfite sequencing (WGBS) dataset and this study's targeted bisulfite sequencing (TBS) dataset. The Spearman correlation between methylation and age for the corresponding dataset is shown on each axis. The Pearson correlation between the Spearman correlations (WGBS vs TBS) in the plot is  $r=0.37$  ( $p=5.6 \times 10^{-113}$ ,  $n=3506$ ). The solid black line shows the least squares regression best-fit line.

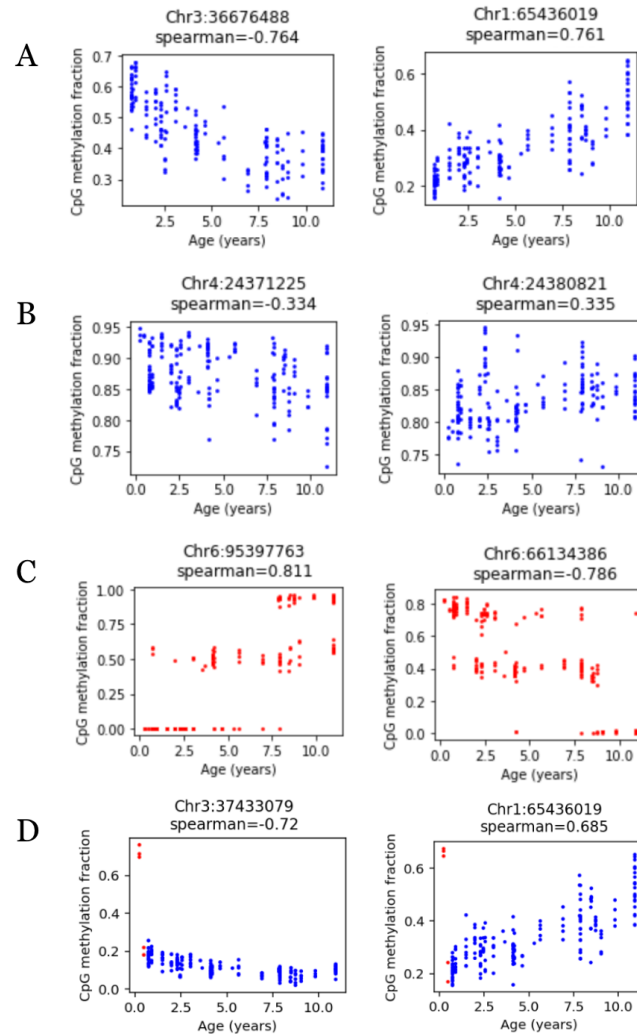

**Figure S2:** **(A)** Examples of CpG sites with highly age-correlated methylation (Spearman  $r_s \approx \pm 0.75$ ). **(B)** Examples of CpG sites with lower correlation between methylation and age (Spearman  $r_s \approx \pm 0.33$ ). **(C)** Examples of CpG sites with a pattern of 3 distinct methylation levels. These are filtered out of downstream analyses. **(D)** Examples of CpG sites with abnormally high methylation levels in tadpoles (red). The tadpole samples are removed for some downstream analyses.

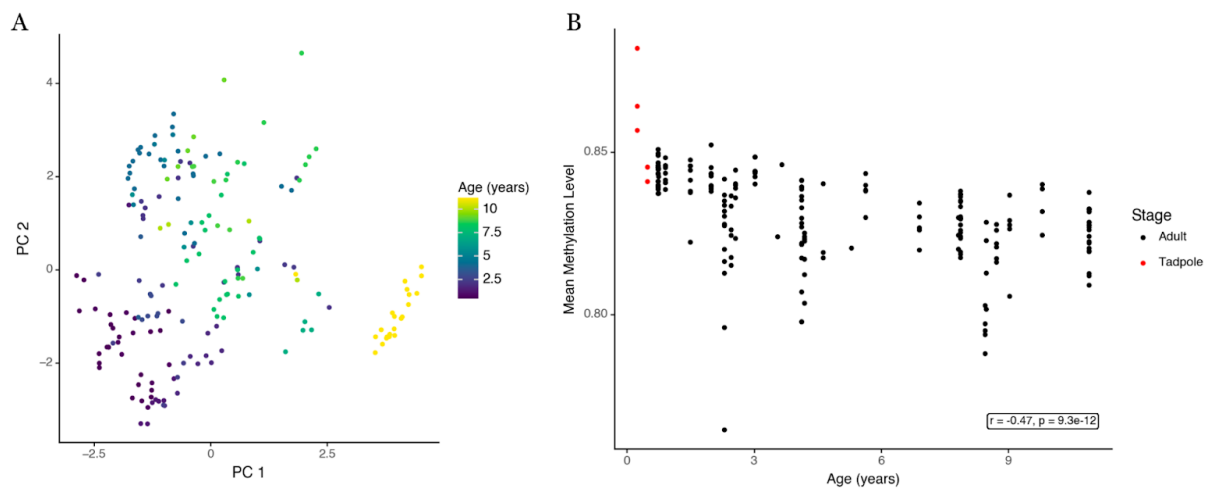

**Figure S3:** (A) Principal component analysis (PCA) of the DNA methylation values for each frog. Each CpG site's methylation value was centered to the mean across all frogs before PCA. (B) Mean methylation level across all targeted bisulfite sequencing CpG sites vs age. CpG sites with a minimum coverage of 100 were used for both plots.

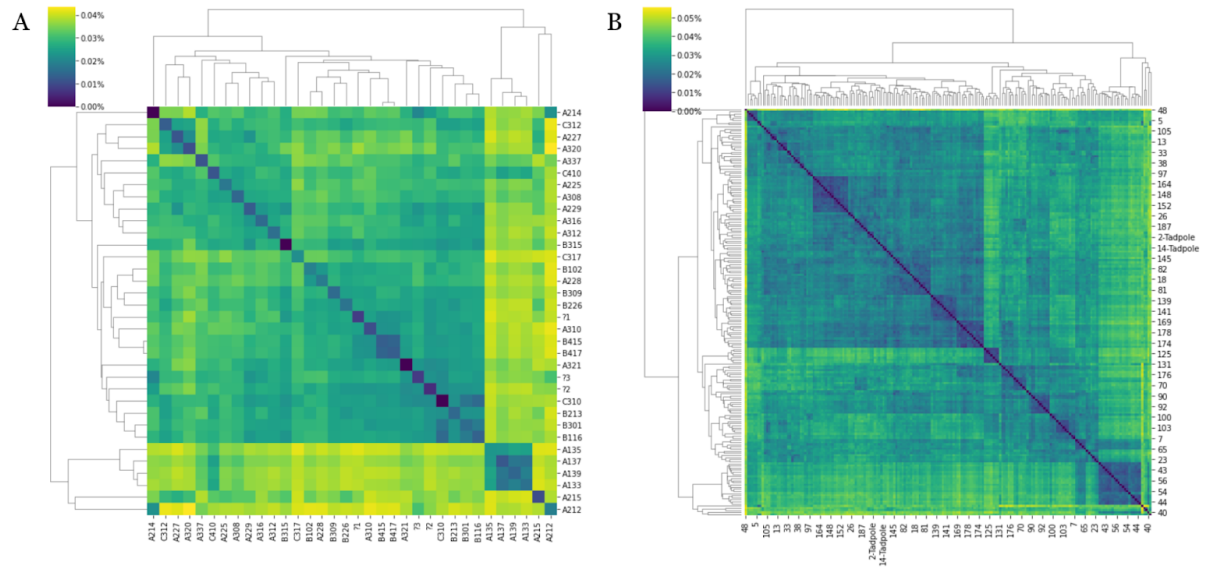

**Figure S4:** (A) Genetic variation between every pair of tanks (average number of SNP differences / number of callable base pairs). (B) Genetic variation between every pair of frogs (number of SNP differences / number of callable base pairs).

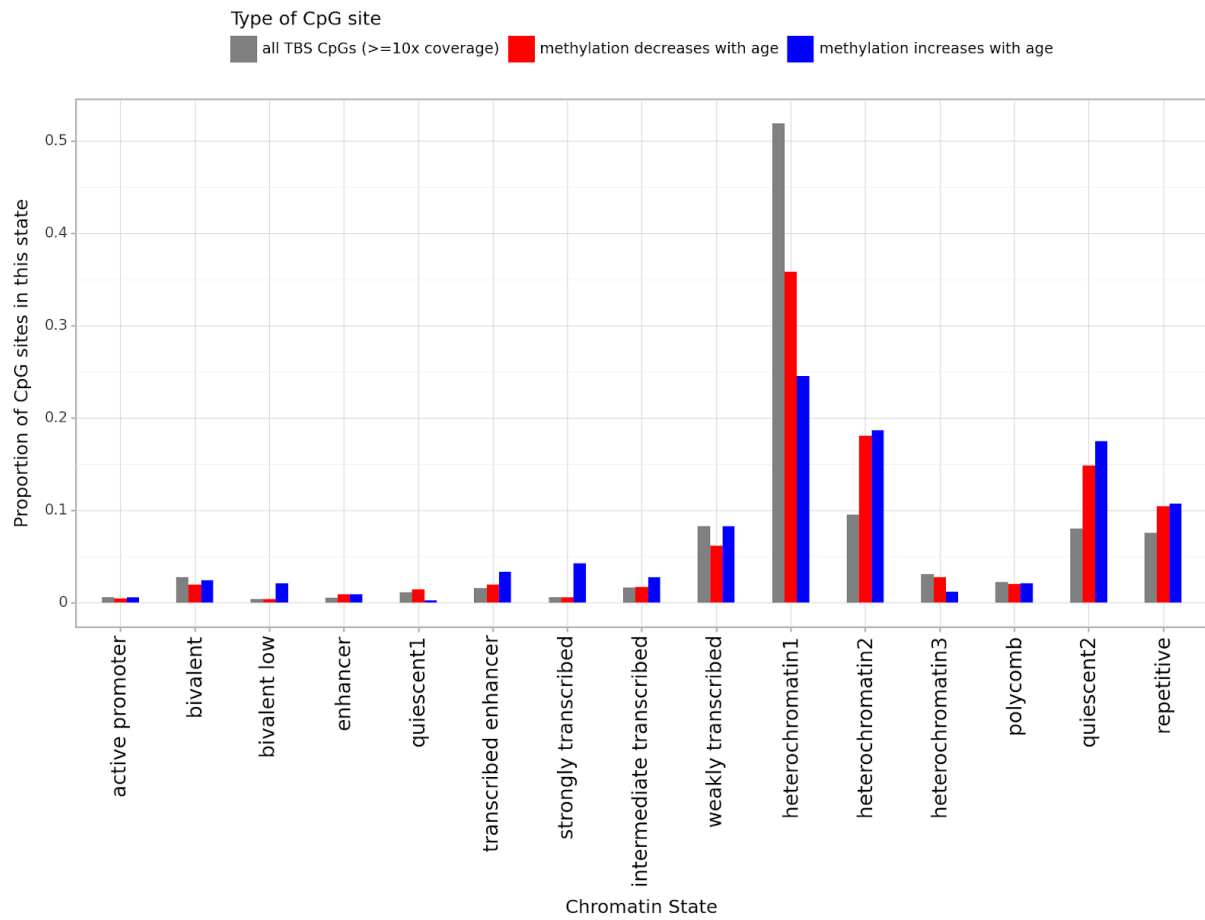

**Figure S5:** Proportion of CpG sites in each chromatin state for 3 groups of CpGs. There are 25,362 CpGs in the TBS dataset with  $\geq 10$ x coverage (gray), 1,907 highly negatively age-associated CpGs (red), and 326 highly positively age-associated CpGs (blue). 3

How the deposited data were processed for this re-analysis (not part of the article)

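DNA methylation was measured by targeted bisulfite sequencing in hindlimb webbing skin of 187 adult frogs and in 5 whole tadpoles. The authors aligned reads to the v10.0 genome with BiSulfite Bolt, kept CpGs with a coverage of at least 100 in all 192 frogs, and deposited a methylation fraction for each of 6717 CpGs and each frog, with 1 column per frog and no pooling. The deposited table precedes their mixture filter. For the columns named by a number, the unit was recorded as other than fraction because their names are digits, but all 192 deposited columns were tested and hold values from 0 to 1, with 0 missing values. All 192 columns were used.

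Each column was joined to its sample by the frog's ID, and age, tank, strain, lane, total reads and mean CpG depth were taken from Supplementary Data 1, with age, tissue and strain compared with the sample labels. Ages in days were converted to years. Frog 121, whose listed age differs from that of its tank mates, was kept at its listed age. The mean CpG depth ranged from 260 to 1103 per frog. The depth behind each single value is not known, so no confidence interval for it is given. Frogs of a tank share age and strain and are not independent replicates, so results over tanks accompany the results over frogs where the number of tanks allows. The comparison of tadpoles rests on 2 tanks of tadpoles and 3 of young adults.

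The mixture filter used GaussianMixture of scikit-learn 1.9.0, a difference in BIC above 90 and a smallest value below 0.006. All later results use the 6175 CpGs it left unless stated. Age correlations are Spearman correlations over adults with Benjamini-Hochberg adjustment and a threshold of 0.001. Principal components were calculated from centred, unscaled fractions, with the sign set so that the mean loading is negative. Correlations across frogs have two-sided permutation p-values from 100000 permutations. Elastic-net clocks had an l1_ratio of 0.5, with nested leave-one-out and leave-one-tank-out cross-validation. The inner loop was unshuffled 5-fold cross-validation in LOO-CV and leave-one-tank-out in LOTO-CV. The unshuffled folds follow the frogs' IDs, so that whole tanks often fell into the same fold. The shuffled LOTO-CV used a 5-fold inner loop to limit run time. Absolute errors were compared between clocks by sign-flip permutation over tanks, enumerated exactly for small numbers of tanks. Intervals of the MedAE come from 2000 resamples of tanks. Tadpoles were compared with the 31 adults under 1 year by limma 3.58.1 in R 4.3.3 on the log2 logit of the fractions with an offset of 0.001 and a threshold of 0.05. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0 were used. Genes were taken from the RefSeq annotation of assembly UCB_Xtro_10.0, by the distance from the CpG to the gene's span.

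The filter, the age correlations, the clocks and the limma comparison were tested on simulated data. With a slope of 1 SD per SD of age, the age correlations recovered 200 of 200 changed CpGs. They called 0 of 5975 unchanged ones. With a shift of 2 on the logit scale, limma recovered 197 of 200 and called 10 of 5975. These counts do not show recovery of smaller changes. Nor do they give the rate of false calls in the real data, where tank mates share age and strain. With ages permuted among whole tanks, the other assignments called a median of 70 and at most 1575 CpGs. Other splits of whole tanks in the tadpole comparison called from 147 to 2046.

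Results, tests, the sites named in the text and the alternatives were set before the data were examined, except where a choice is said to have been made afterwards. The sites named are the 3 with the most positive and the 3 with the most negative Spearman correlation with age among the filtered CpGs, and each CpG drawn in Supplementary Fig. S2. The alternatives concern the filter's limits, the frogs included, sequencing lane, tank means, thresholds, the l1_ratio, the cross-validation scheme and the scale of methylation. The folds of the alternatives with shuffled 5-fold and 10-fold cross-validation were drawn with a fixed seed. The whole-genome bisulfite data, the external frogs, the variant calls apart from an overlap of positions, the chromatin states and the expression atlas were not analysed here.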

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

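The tests on the CpGs with 3 levels of methylation were chosen only after the result was seen.

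Mean methylation, the first principal component, the age predicted by the linear clock in LOTO-CV and the error of the linear clock in LOO-CV were examined. This was done in each tank of 4 to 10 adults and in the tadpoles, with 91 tests in 23 groups. In 4 of the tests the highest or lowest frog was far from the others, where chance alone gives about 4.55. The measures were taken on the same frogs, so the tests are not independent. Frog 127 had a mean methylation of 0.823, the lowest in tank A215, where the 6 others had 0.843 ± 0.00419 (SD, n = 6). It also had the highest mean CpG depth of its tank, 639 against 396 to 571. Frog 71 had a LOTO-CV predicted age of 2.97 years, the highest in tank B102, where the 5 others were predicted at 1.13 to 1.78 years. Their listed age is 2.57 years, so that frog 71 is the one predicted nearest to it. Frog 62 had a predicted age of 7.20 years, the lowest in tank C410, where the 4 others were predicted at 8.04 to 8.30 years at a listed age of 6.91 years. A 3-month-old tadpole had a LOO-CV error of -1.61 years, a predicted age below 0, where the 4 other tadpoles had errors of 0.273 to 1.01 years. Since their number is what chance gives, no cause was tested for these 4 frogs and no biological explanation was tested.

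The paper leaves the CpGs with 3 levels of methylation out of its analysis. Of the 542 CpGs removed by the filter, 370 (68.3%) were correlated with age at the threshold used for the others, 49 of them positively and the others negatively, against 36.1% of the CpGs kept. Their mean methylation correlated with age with r = -0.779. When the ages were permuted among tanks, 1 of 100 assignments, the real one, gave as many. The median share of variance between tanks was 67.3% at removed CpGs against 41.8% at kept ones. This does not settle whether strain variants made the pattern, since age too is shared within tanks, and the filter selects CpGs that vary widely (median SD within tanks 0.146 at removed and 0.0215 at kept CpGs). Of the 25 strains, 20 were held in a single tank. An overlap with the variants of Supplementary Data 3 could not settle it either. Of the removed CpGs, 2 lay within 2 bp of a listed variant, against 53 of the 6175 kept (Fisher's exact test, p = 0.32), but only 1999 positions of that table could be read. The age correlation of the removed CpGs therefore cannot be told apart from strain.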

How the results depend on the processing

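Each result was calculated again under alternatives that changed a single choice, or a pair of choices named together. For 17 results there were 136 alternatives, 125 set before the data were examined and 11 chosen after seeing the data. For the results that have a permutation test, the threshold was a p-value of 0.05. Under 103 of the alternatives the result kept its direction and its side of the threshold, or stayed within the spread or within 1.5 times the count. In 32 the value moved further, and in 1 the sign was reversed. The cause was not tested for any of these changes unless stated. The 11 alternatives chosen after seeing the data are the shuffled tanks in the inner loop and the shuffled 5-fold inner loop with leave-one-out (each for both clocks), the partial correlation of mean methylation given depth, the component of all adults within each lane, and the tadpole comparison over tank means and without 3 adults whose IDs hold the word Tadpole.

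The mixture filter removed from 505 to 560 CpGs under 4 of its 5 alternatives, and 1283 when no small value was required. The correlation of mean methylation with age was negative and past the threshold under each of its alternatives. The first principal component correlated positively with age under each alternative except the component of lane 1 alone, whose r was -0.515. That component correlated with the component of all adults with r = -0.824, so that the sign set by the loadings is turned while the axis is largely shared. The alternative without the 2 frogs farthest from the median age left out 2 of 22 frogs that tie, and which 2 is arbitrary. With the component calculated again, r was from 0.806 to 0.817 over all 231 pairs of them. The comparisons of LOTO-CV with LOO-CV errors and of the log with the linear clock kept their direction and their side of the threshold under each alternative tried.

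The counts of age-correlated CpGs depended on the units and the threshold. Adjusted p-values under 0.05 gave 529 positive and 3141 negative CpGs. The frogs of lane 1 alone gave 161 and 549, those of lane 2 alone 177 and 1016, and tank means 19 and 43. The share of negative CpGs was 85.6% over frogs, 77.3% on lane 1, 85.2% on lane 2 and 69.4% over tank means. The 62 CpGs called over tank means were all called over frogs with the same sign. There are fewer units over tanks, and frogs of a tank are not independent, and the share of each in the lower counts was not tested. When ages were permuted among tanks, 1 of 100 assignments, the real one, gave as many age-correlated CpGs in all, and 1 gave as many negative ones, but 9 gave as many positive ones. Each tank was given its median age, with which the real assignment gave 2165 CpGs, and the others gave a median of 70 and at most 1575. The number of positively correlated CpGs alone is therefore not beyond what permuted assignments give.

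With a shuffled 5-fold inner loop, chosen after seeing the data, LOO-CV gave a MedAE of 0.462 years for the linear clock and 0.390 years for the log clock. The alternatives to LOO-CV set before the data were examined were run with 10-fold cross-validation in the outer loop, which alone gave a MedAE of 0.475 years for the linear clock and 0.445 years for the log clock. Compared with LOO-CV, the MedAE of the linear clock moved beyond the spread over resampled tanks with 10-fold cross-validation and all CpGs before the filter (0.670 years), and that of the log clock with 10-fold cross-validation and adults only (0.545 years). The latter is within that spread of the log clock's value under 10-fold cross-validation alone. The alternatives to LOTO-CV had a 5-fold inner loop, which alone gave 0.890 years for the linear clock and 0.724 years for the log clock. With it, the linear clock moved to 0.998 years with all CpGs, 1.01 years with adults only, 1.12 years when whole strains and 1.25 years when whole ages were left out, and the log clock to 0.873 years with all CpGs and 0.924 years with adults only. The linear clock's values with all CpGs and with adults only are within the spread of its value under the 5-fold inner loop alone. The log clock's value with all CpGs is likewise within the spread of its own value under that loop. Among the shuffled runs, the linear clock's MedAE was 0.462 and 0.504 years in the 2 runs farthest from the mean, and 0.464 years with shuffled tanks in the inner loop. The log clock's was 0.355 and 0.454 years. The clock trained on all frogs had 1215 CpGs at an l1_ratio of 0.1, 163 at 0.9 and 246 with log age.

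In the comparison of tadpoles with young adults, an adjusted p-value under 0.001 left 629 higher and 291 lower CpGs, and age as a covariate over all adults left 519 lower CpGs. Leaving out each tadpole in turn gave from 898 to 1326 higher and from 605 to 1467 lower CpGs. Without the 3 adults whose IDs hold the word Tadpole, 1224 CpGs were higher and 1243 lower. Of 100 splits of the 36 animals into groups of 5 and 31, 1, the real one, gave as many CpGs, and the highest other count was 687. These splits treat tank mates as independent. The 5 tanks can be split into 2 and 3 in 10 ways, of which 1, the real one, gave as many CpGs, but the highest other count was 2046 and 10 splits cannot give a share under 0.05. With tank means as units, chosen after seeing the data, 0 CpGs were higher and 0 lower, and 760 had an unadjusted p-value under 0.05. The difference between tadpoles and young adults therefore cannot be told apart from differences between tanks and strains.

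For the 11 named CpGs, 64 of 66 alternatives kept the direction and the side of the threshold. The threshold here was an unadjusted p-value of 0.05 from the t-test of the correlation. The stricter adjusted p-value of 0.001 was not applied to these alternatives. The negative CpG of Supplementary Fig. S2B was reversed among the frogs of lane 2, with r_s = 0.0436, and the positive one was no longer past the threshold there.

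No paired analysis was possible because no frog was measured under more than 1 condition. The depth behind single values is not known, so that differences between single frogs at a CpG cannot be set against sampling error.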

Differences from the paper's values

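Of 27 values compared with the paper's, 2 differ by the criterion used. Counts and MedAE were taken to differ when the larger value was more than 1.5 times the smaller. Correlations were taken to differ when the sign was turned or the gap exceeded the SD over resampled tanks. Smaller gaps, such as 25 strains against 26, are therefore not counted as differing. Within 5 kb of the 320 positively age-correlated CpGs there were 101 nearest genes, against the paper's 37. For the negatively age-correlated CpGs there were 484, against the paper's 208. The paper measures distance to the transcription start and keeps genes mapped to X. laevis, and neither step was repeated here. No alternative was set for these counts before the data were examined, so none closes the gap.

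The other values did not differ by the same criterion. The filter left 6175 CpGs against the paper's 6183, and no alternative gave the paper's number exactly. There were 320 positively age-correlated CpGs against the paper's 326, while the number of negatively age-correlated CpGs, 1907, equals the paper's. The MedAE of the linear clock was 0.481 years in LOO-CV against the paper's 0.456 and 0.872 years in LOTO-CV against the paper's 0.835. With shuffled 5-fold cross-validation in the inner loop and 10-fold cross-validation in the outer loop, set before the data were examined, the former was 0.456 years. The log clock's MedAE was 0.397 years in LOO-CV, against about 0.34 in Fig. 2B, read by eye, and 0.664 years in LOTO-CV, against about 0.70 in Fig. 2D, read by eye. The shuffled LOTO-CV gave 0.488 years against the paper's 0.470, and 0.415 years against the paper's 0.398 for the log clock. The correlation of the first principal component with age was 0.793 against the paper's 0.768. At the 2 CpGs of Supplementary Fig. S2B, r_s was 0.291 and -0.282, against the paper's 0.33 in size, and with the tadpoles included, set before the data were examined, it was 0.335 and -0.334. At the negative one, the Pearson correlation, also set before, was -0.328. The clock trained on all frogs had 389 CpGs against the paper's 378, and the paper's clock was trained on the subset of CpGs shared with the external frogs.

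Supplementary Data 1 and the sample labels hold 25 strain names, against the paper's 26. The paper states that frogs within a tank have the same age, while frog 121 is listed at 1.5 years in a tank whose 5 other frogs are listed at 5.64 years. The paper places the limit of significance near a correlation of 0.3, and the smallest absolute correlation past the threshold was 0.258.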

Other observations

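The tests on tanks of the same age, on the component of all adults within lanes and on the level of methylation were chosen after the result was seen. The other tests were set before it was seen.

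Frog 121 is listed at 1.5 years in a tank of frogs of 5.64 years. If its listed age were an error, a clock trained without its tank should predict it nearer the age of its tank mates. The linear clock in LOTO-CV predicted 4.09 years and the log clock 3.78 years, both nearer 5.64 than 1.5 years. Its 5 tank mates had a median predicted age of 4.67 years with the linear clock, and the 7 other frogs listed at its age had a median of 1.06 and a highest value of 1.60 years. Its 3 nearest frogs by methylation were tank mates. In LOO-CV its error of 3.49 years was the largest of the 192 frogs. Other values lie nearer the listed age. On the first principal component, which rises with age, frog 121 had -1.63, below its 5 tank mates (-1.52 to 0.789) and within the range of the 7 other frogs of its listed age (-1.82 to -1.002). Its mean methylation, which falls with age, was 0.847, above each tank mate (highest 0.844). An error in the listed age may explain the predicted ages, but these 2 values go against it, and frog 121 shares tank and strain with frogs of the older age, so a wrong age cannot be told apart from an effect of tank or strain. No result in the alternatives without frog 121 changed direction.

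The IDs of 3 adults of 273 days hold the word Tadpole, while Supplementary Data 1 lists them as not tadpoles and the labels give skin. If they were whole tadpoles, they should lie nearer the tadpoles at the CpGs that differ between tadpoles and the 28 other young adults. They did so at 13.7% of 2467 CpGs, and lay nearer the young adults at the others. Their LOTO-CV predicted ages with the linear clock were 3.32 to 3.95 years at a listed age of 0.747 years, and 1.32 to 1.66 years with the log clock.

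The decline of mean methylation with age was examined for sequencing lane and depth. It held within lane 1 (r = -0.447) and within lane 2 (r = -0.344) and with depth held constant (partial r = -0.494), so that neither alone accounts for it. At the ends of the age range, lane and age remain confounded. For the first principal component, the component of all adults followed age within lane 1 (r = 0.783) and lane 2 (r = 0.533). The component of lane 1 alone had r = -0.515 with age and r = -0.824 with the component of all adults, so that with its sign turned to match, it follows age in the same direction. The component of lane 2 alone had r = 0.447 with age, but its r with the component of all adults was 0.389, while the second component of lane 2 had 0.858 (r = 0.455 with age). The first component of lane 2 is therefore largely another axis and does not bear on the question.

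The spread of methylation between the frogs of a tank was taken as the median SD over the filtered CpGs in the 24 tanks with at least 4 frogs, and ranged from 0.0161 to 0.0310. If the spread grew with age, it should correlate with age across tanks. The correlation was r = -0.0209 (permutation p = 0.93, r_s = 0.193 with permutation p = 0.37), and an increase was not detectable. With mean CpG depth held constant, r was -0.00392. Because there was no correlation with age to begin with, depth as its source could not be tested. Within lanes, r was 0.302 over 14 tanks of lane 1 (permutation p = 0.30) and -0.163 over 9 tanks of lane 2 (exact permutation p = 0.67).

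Among 10 pairs of tanks of the same age with at least 3 frogs each, none differed in LOTO-CV predicted age after Benjamini-Hochberg adjustment (smallest adjusted permutation p = 0.14), and 2 did at an unadjusted permutation p under 0.05, the larger difference being 0.922 years. No difference in predicted age between tanks of the same age was thus detected. With so few frogs in a tank, the test cannot show that such tanks are alike. In mean methylation, 2 of the 10 pairs differed (adjusted permutation p = 0.017 for each), both of the same strain and lane. Tank B415 had 0.819 ± 0.0146 (SD, n = 9) and tank B417 0.837 ± 0.00389 (SD, n = 8), and 8 of the 9 frogs of B415 were below every frog of B417. Tank A133 had 0.823 ± 0.00685 (SD, n = 8) and tank A139 0.833 ± 0.00361 (SD, n = 6), and 4 of the 8 frogs of A133 were below every frog of A139. In both pairs the tank with lower methylation had the higher mean depth. Within B415, however, the frog with the highest mean depth (939) also had the highest mean methylation (0.842). Depth was then regressed out over the frogs of both tanks together, with no term for the tank. The difference shrank from -0.0188 to -0.0135 for B415 and B417 (unadjusted permutation p from 0.0019 to 0.035). For A133 and A139 it shrank from -0.0100 to -0.00631 (from 0.0033 to 0.013). Of the 2 differences, 71.7% and 62.9% were left. After adjustment over the 10 pairs, both p-values were 0.12, no longer past the threshold. In another pair, A135 and A139, the tank with lower methylation had the lower mean depth (501 against 640). Its difference stayed at -0.0105 after the same regression (unadjusted permutation p = 0.029 for each, adjusted 0.097 and 0.12). A slope fitted over both tanks takes in the difference between the tanks, so the shrinkage does not measure what depth accounts for. The differences in the 2 pairs above therefore cannot be told apart from sequencing depth by this test.

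CpGs rising with age were less methylated in adults under 1 year (median 0.650) than CpGs falling with age (median 0.870), and in 81.6% of pairs of a rising and a falling CpG the rising one was lower. A shift toward intermediate methylation is a candidate explanation. Fractions are bounded at 0 and 1, and CpGs near 1 can only fall, so this comparison cannot tell the shift apart from that limit. The median of the rising CpGs was 0.776 in the oldest adults, farther from 0.5. Of the 320 rising CpGs, 123 had an adult median between 0.5 and 0.8 and 111 one above 0.8. These values argue against the shift for the rising CpGs. The falling CpGs went the other way, to a median of 0.820, nearer 0.5.

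Frog 135 of tank B309, listed at 2.30 years, had the lowest mean methylation of all frogs, 0.765, and the highest mean CpG depth, 1103.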
